A study of Mus musculus with 4 samples. Its data were reported in "RAD21 Cooperates with Pluripotency Transcription Factors in the Maintenance of Embryonic Stem Cell Identity" (2011).

How the data were processed

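RAD21 was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in mouse R1/E embryonic stem cells (ESCs, day 0 of differentiation) and in embryoid bodies (EBs) grown from them for 12 days. For each cell type there was 1 RAD21-GFP library and 1 control library, 4 libraries in all. They were grouped by the sample labels alone. The controls were labelled as precipitated with a goat IgG isotype antibody, while their descriptions also speak of input DNA. They are called IgG libraries here.

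The authors sequenced 35 base reads and deposited the aligned positions of 1 read per line on the mouse NCBI m37 assembly (mm9). The program used for alignment is not stated for these libraries. The files held no 2 reads with the same position and strand on the main chromosomes, so repeated reads do not enter the counts. The EB IgG file ended within a line on chromosome X, with its last read there at position 95592994. The ESC IgG file held 7 broken lines on an unplaced contig, which were skipped. Read comparisons between libraries were therefore made on the autosomes, except at the sites on unplaced contigs, where counts were scaled by all reads of the library. The autosomes held 13714772 reads of the ESC RAD21 library, 7740389 of the EB RAD21 library, 12602155 of the ESC IgG library and 6929293 of the EB IgG library.

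The authors called peaks with MACS in each cell type separately, with the IgG library of that cell type as the control. Each deposited peak has a score, which is -10 times the log10 of its p-value and was used only to rank and filter sites within a list. The p-value limit is given differently in separate places of the study. The lowest deposited score was 50.01 in both lists, which corresponds to a limit of 1e-05. Each deposited summit has a height, the signal of piled-up reads in that library, which the authors did not scale between libraries. Coordinates are given counted from 1 on mm9, and gene annotation was taken from GENCODE for the same build.

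Sites were counted as deposited. An ESC and an EB site were called shared when they overlapped by at least 1 bp. The chance level of overlap was taken from 100 circular shifts of a list along its chromosomes. Shares were given with exact Clopper-Pearson intervals at the 95% level, and medians with intervals from 1000 bootstrap resamples of sites. A count of 0 reads was taken to allow up to 3 reads. All these intervals and limits cover counting error only.

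The fragment length was estimated from the cross-correlation of reads on the opposite strands as 205 bp in ESCs and 197 bp in EBs. Reads were moved to the fragment centre and counted within 250 bp of the summit. Counts were scaled to reads per 1000000 autosomal reads of the library (RPM). Ratios whose median over sites or windows is given were formed after adding 1 read to each count. The fold ratios of single named sites and the ratios of summed reads were formed without the added read. The same counts were made in 50000 random autosomal windows at least 2000 bp from any site.

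To compare the cell types at equal depth, a caller was written that slides a 400 bp window in steps of 50 bp. It keeps windows whose RAD21 reads exceed a Poisson background at a p of at most 1e-05. The background was the highest of the mean RAD21 read density over the autosomes and the scaled IgG read densities over 1000 and 10000 bp around the window. The ESC libraries were thinned at random to the autosomal read numbers of the EB libraries in 3 draws. On simulated reads with 200 planted sites at each level, the caller recovered 15.0% of sites of 5-fold enrichment, 75.0% of those of 10-fold and 100% of those of 20-fold. On the deposited reads it found 99.8% of the autosomal ESC sites and 99.7% of the autosomal EB sites. It was also more permissive than the deposited lists, which held 69.1% of its ESC and 75.5% of its EB sites.

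A weight matrix for CTCF of width 20 was learned from matches to CCASYAGRKGGC near the summits. It was learned on the odd-numbered chromosomes and scored on the rest, and the other way round. A site had a motif when a match lay within 150 bp of its summit, with the threshold set so that 1e-05 of the positions in random genome windows passed. Learned matrices replaced the database matrix of the study, which was not used here. Planted motifs in 1178 simulated sequences were all recovered, at their planted offset of 20 bp. They were matches to the consensus CCASYAGRKGGC, and the threshold there came from simulated sequences. This checks the search and the offset, and not how many motifs pass the threshold from genome windows. CTCF ChIP-seq data were not used here, so that sites with and without CTCF were told apart by sequence alone. Other factors were represented by fixed consensus patterns, with random windows of matched GC content as the background. Summits were assigned to the 1 kb around a transcription start, to exons, to introns or to intergenic sequence, in that order.

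The groups, comparisons and most alternatives were fixed before the data were examined. The alternatives concerned the overlap that counts as shared, a score of at least 100, the counting window, scaling, pseudocount, calling threshold and background, motif threshold, distance to the summit and the distance to a transcription start. Counting 1 read per position and strand could not change any value, since no read was repeated. The single sites named were set by rule at the same time. They are the 3 sites of highest score in each list, the 3 ESC-only sites with the lowest and the 3 EB-only sites with the highest EB over ESC read ratio among those with at least 20 RAD21 reads in the higher library, all sites within 25 kb of the transcription start of Pou5f1, Nanog, Sox2, Klf4 or Esrrb, and the Rad21 gene. Sites on unplaced contigs entered the counts and overlaps but not the motif and distribution analyses. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.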

Results

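RAD21 is a subunit of cohesin, the ring-shaped complex that holds sister chromatids together and is found at many binding sites of the insulator protein CTCF. It was mapped in R1/E cells, a mouse ESC line, and in EBs, cell aggregates in which ESCs differentiate. The cells carried a GFP-tagged Rad21 gene on a bacterial artificial chromosome (BAC), a long cloned stretch of mouse DNA, and the tagged protein was precipitated with an antibody against GFP. Background was measured with IgG libraries of the same cells. The ESC RAD21 library held 14133430 reads and the EB RAD21 library 8006161, against 13002597 in the ESC and 7067703 in the EB IgG library. There was 1 library per group and hence no replicates. All differences below are between libraries, no test across conditions was possible, and intervals cover counting error only.

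The deposited lists held 15311 RAD21 sites in ESCs and 11022 in EBs. Of the ESC sites 15085 lay on autosomes, 208 on chromosome X and 18 on unplaced contigs, and of the EB sites 10781, 228 and 13. The median width was 890 bp in ESCs and 749 bp in EBs. The median deposited score was 94.06 in ESCs and 97.25 in EBs. With a score of at least 100 required, the alternative that moved the counts most, 7006 ESC sites (45.8%) and 5341 EB sites (48.5%) remained.

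The sites had been called for an excess of RAD21 over IgG reads, so the size of that excess describes the lists and is no independent check of them. The median ratio of RAD21 to IgG reads within 250 bp of the summit was 5.82 in ESCs and 6.27 in EBs, against medians of 0.919 and 0.895 in random windows. A pseudocount of 0.1 read moved these ratios most, to 7.42 in ESCs and 9.03 in EBs. The median site had 23 RAD21 and 3 IgG reads in ESCs, and 18 and 2 in EBs, so ratios of single sites are imprecise.

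The comparison of the lists asks how many RAD21 sites persist when ESCs differentiate. Of the ESC sites, 7433 (48.5%, 95% interval 47.8 to 49.3) overlapped an EB site. Of the EB sites, 7468 (67.8%, 66.9 to 68.6) overlapped an ESC site. Circular shifts gave 0.759% and 1.06% on average. The alternative that moved the shares most was a score of at least 100 in the list asked about, at 66.9% of ESC and 82.7% of EB sites. The share rose with the score throughout. It was 26.6% for ESC sites of the lowest score band and 87.7% for those with a score of 250 or more, and 45.8% and 93.6% for EB sites.

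**Figure D1:**
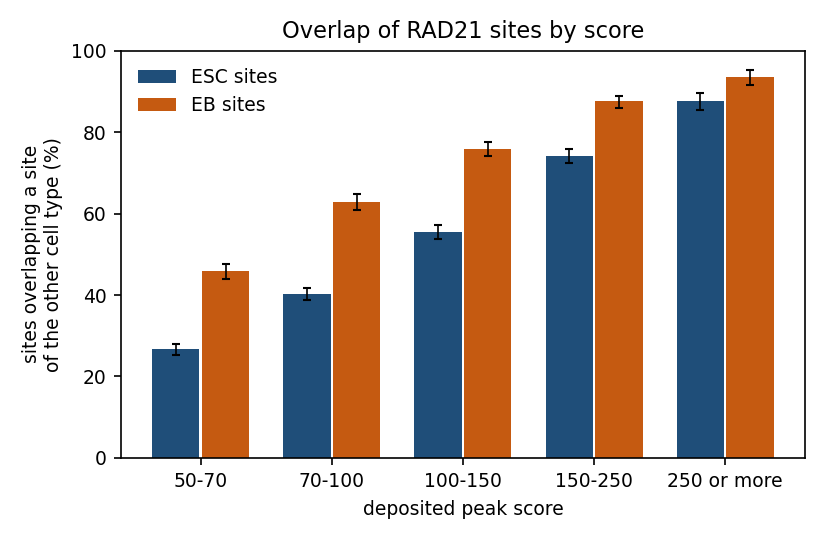
Share of RAD21 sites (%) that overlap a site of the other cell type, by band of the deposited score, for ESC and EB sites; bars are shares and error bars 95% Clopper-Pearson intervals. The ESC share rises from 26.6% to 87.7% and the EB share from 45.8% to 93.6%.

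Because the ESC libraries were deeper, both cell types were also called with 1 procedure at equal read numbers. At full depth this gave 21926 ESC and 14292 EB sites on the autosomes. After the ESC libraries were thinned to 7740389 RAD21 and 6929293 IgG reads, 14395 ESC sites remained, 1.01 times the EB number. The ratio was between 1.00 and 1.01 in 3 draws. At equal depth 53.1% of ESC sites (52.3 to 53.9) and 53.4% of EB sites (52.6 to 54.2) were shared. A p of at most 1e-07 gave 8841 ESC and 9430 EB sites. The genome-wide background alone, which moved the EB number most, gave 21340 ESC and 23261 EB sites. To see what overlap a single library pair can give, the ESC reads were divided at random into 2 parts of about 6855811 RAD21 reads. Of the sites called in the first part, 64.1% (63.3 to 65.0) were found in the second, and 53.0% (52.1 to 53.9) in EBs thinned to the same depth.

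Reads at sites listed in 1 cell type only showed how far the other cell type was from background. At shared sites on autosomes the median log2 ratio of EB to ESC RAD21 reads was 0.38. It was -1.11 at ESC-only and 1.49 at EB-only sites, and 0.24 in random windows, where the mean was 0.206 RPM in EBs and 0.208 RPM in ESCs. The added read weighs more in the smaller EB library where counts are low, so the 0.24 does not measure a difference in background. With a pseudocount of 0.1 RPM in both libraries, shared sites stood at 0.35. Scaling the libraries to a median of 0 at shared sites moved the ESC-only sites most, to -1.498, and subtracting the IgG reads moved the EB-only sites most, to 1.91. These ratios include the selection of sites by the lists themselves. For sites called in the first random part of the ESC reads and not in the second, the median log2 ratio of the second part to the first was -0.77. For sites called in the first part and not in EBs, which are still selected for few EB reads, the median log2 ratio of EB to the first part was -1.46. This is the value to set against the -0.77, which is also taken over the first part. The log2 ratio of EB to the second part, which did not select the sites, was -1. Over all sites called in the first part the ratio of EB to the second part was -0.17. At ESC-only sites the EB RAD21 reads were still 3.04 times the EB IgG reads, and 44.5% of these sites (43.4 to 45.6) had more EB RAD21 reads than the 95th percentile of random windows, against 4.33% by EB IgG reads. At EB-only sites the ESC RAD21 reads were 2.54 times the IgG reads, and 64.8% (63.2 to 66.4) were above the same percentile in ESCs, against 11.4% by ESC IgG reads.

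**Figure D2:**
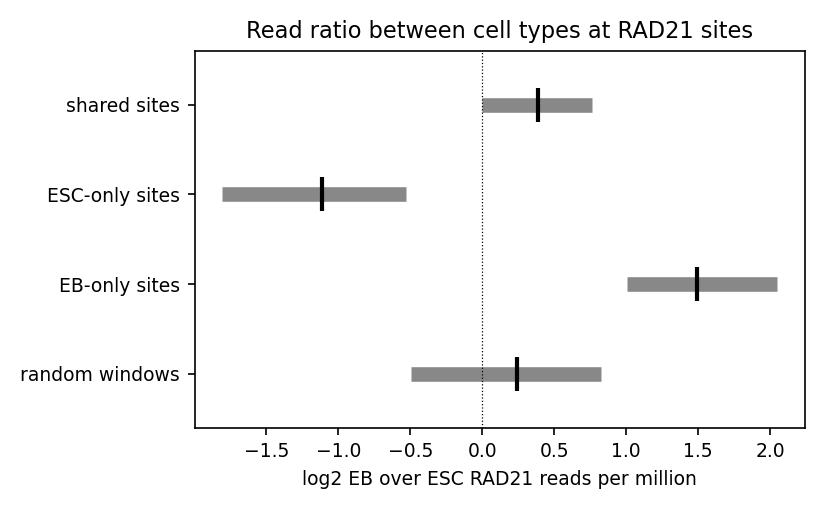
Log2 ratio of EB to ESC RAD21 reads per library size within 250 bp of the summit for shared, ESC-only and EB-only sites and random windows; ticks are medians and grey bars span the quartiles over sites. Medians are 0.38, -1.11, 1.49 and 0.24, the last raised by the read added to each count.

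The CTCF motif was searched within 150 bp of the summits, since cohesin is known at CTCF sites. The learned matrices had the consensus GTGGCCACCAGAGGGCACCA on the odd-numbered chromosomes and GTGGCCACCAGAGGGCACTA on the others. At the rate of 1e-05, 6615 of 15293 ESC sites (43.3%, 42.5 to 44.04) and 3832 of 11009 EB sites (34.8%, 33.9 to 35.7) had a motif, against 0.585% of random windows of matched GC content. The share depended strongly on the threshold. At the rate of 1e-04 it was 88.2% in ESCs and 83.2% in EBs, against 5.83% in random windows. At the main rate 41.6% of shared ESC sites, 44.8% of ESC-only sites and 21.05% of EB-only sites had a motif. At the rate of 1e-04 these shares were 92.0%, 84.6% and 65.5%, so the order of shared and ESC-only sites changed with the threshold, while EB-only sites were lowest at both.

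The summits did not lie on the motif but to one side of it. With the motif read in the orientation of the consensus above, the ESC summit lay a median of 47.5 bp (46.5 to 48.5) to the 3′ side of the motif centre, and 81.3% of the sites (80.3 to 82.2) were on that side. In EBs the median was 43.0 bp (40.5 to 45.5) and the share 73.6% (72.2 to 75.03). Measured along the genome strand the medians were -0.5 bp and -3.0 bp. Summits recomputed from the fragment coverage, the alternative that moved the offset most, gave 49.5 bp in ESCs and 43.5 bp in EBs.

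**Figure D3:**
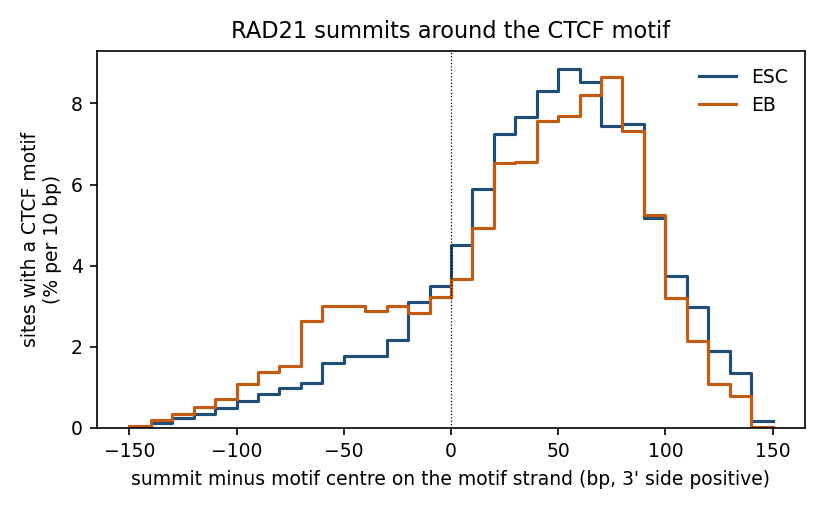
Share of sites with a CTCF motif (% per 10 bp) by the distance from motif centre to RAD21 summit on the motif strand (bp, 3′ side positive), as lines for ESCs and EBs. Most summits lie on the 3′ side, with medians of 47.5 and 43.0 bp.

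The study asked whether RAD21 sites with and without CTCF differ in their persistence, here judged by the motif. At the main threshold 46.7% of ESC sites with a motif (45.5 to 47.9) and 50.0% of those without (48.9 to 51.0) overlapped an EB site, a difference of -3.30 percentage points (-4.90 to -1.86). The direction depended on the threshold. At the rate of 1e-04, 50.6% of sites with a motif and 32.9% of sites without were kept, a difference of 17.7 points (15.3 to 20.0). Within the score band of 50 to 70 at that rate, 28.3% of sites with and 18.6% of sites without a motif were kept, so the lower share without a motif was also seen among sites of like score. Persistence did not rise steadily with the matrix score. It was 30.8% at ESC sites whose best match was under 6 bits, 56.0% from 12 to 15 bits and 37.6% at 24 bits or more. For EB sites the share also found in ESCs rose from 30.9% to 83.2% over the same range.

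**Figure D4:**
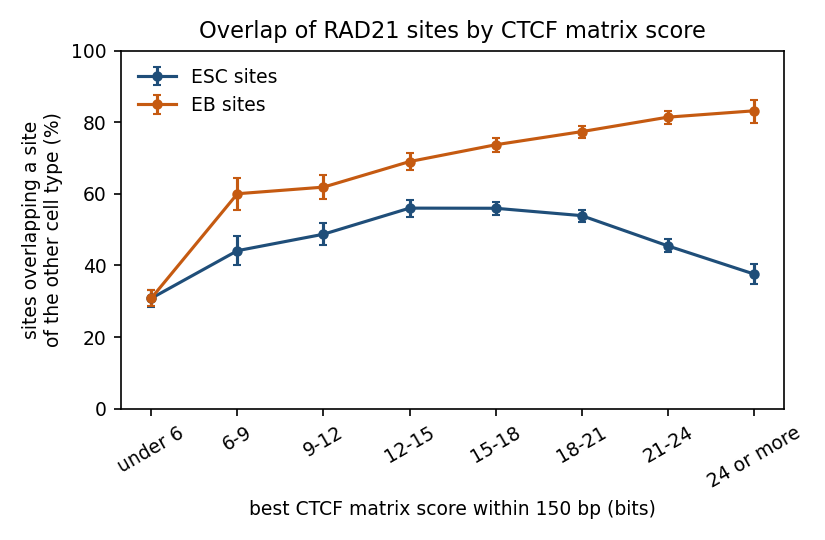
Share of ESC and EB sites (%) that overlap a site of the other cell type, by the best CTCF matrix score within 150 bp of the summit (bits); points are shares and error bars 95% Clopper-Pearson intervals. The EB share rises to 83.2%, while the ESC share peaks at 56.0% and falls to 37.6%.

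Sites without a CTCF motif were searched for 7 patterns of factors of pluripotency and early development. At the main threshold the pattern shares were close to those of all sites. The Oct pattern ATGCAAAT was at 1.91% of ESC sites without a CTCF motif and 1.80% of all ESC sites, and the GATA pattern AGATAAG at 4.33% of EB sites without a CTCF motif and 4.12% of all EB sites. The Oct-Sox pattern CATTNTNATGCAAA was at 0 of 8678 ESC sites without a CTCF motif, which allows a share of up to 0.0425%, so it carries no information at this number of sites. Restricting to sites without a CTCF motif at the rate of 1e-04 moved part of the shares, while the others stayed within counting error. The Esrrb pattern TCAAGGTCA was then at 27 of 1805 ESC sites (1.496%, 0.988 to 2.17), against 0.740% of random windows of matched GC content, and the GATA pattern at 118 of 1853 EB sites (6.37%, 5.30 to 7.58), against 4.57%. The Fox pattern TGTTTAC was at 6.10% of these EB sites (5.05 to 7.29), against 4.55%. Oct and Sox in ESCs and Oct and Klf in EBs also moved, but their intervals included the share of random windows.

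Most sites lay away from genes' starts. Within 1 kb of a transcription start were 6.65% of ESC sites (6.26 to 7.06) and 7.90% of EB sites (7.41 to 8.42), which was 1.52 and 1.89 times the share of random positions. With 5 kb around the start the shares were 25.1% and 26.2%. Introns held 36.8% of ESC and 37.4% of EB sites, exons 3.16% and 2.91%, and intergenic sequence 53.4% and 51.8%. Sites without a CTCF motif were near starts more often than those with one, at 7.85% against 5.08% in ESCs and 9.43% against 5.04% in EBs.

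The ESC site with the highest score, 770.17, lay on chromosome 11 from 8758911 to 8762218 in an intron of Pkd1l1. It held 64 ESC RAD21 reads and 2 ESC IgG reads, and was also listed in EBs with 20 RAD21 reads and 4 IgG reads. The next in score were on chromosome 14 from 20885671 to 20887198, between genes, and on chromosome 8 from 48455632 to 48457733, in an intron of 4930448N21Rik. All 3 had a CTCF motif. The EB site of highest score, 811.99, lay between genes on chromosome 2 from 84962909 to 84964727, had no CTCF motif at the main threshold, and was 3.54-fold higher in EBs than in ESCs (2.21 to 5.79) at 7.23 RPM. It was followed by intronic sites with a CTCF motif on chromosome 11 in Grb10, from 11872650 to 11874209, and in Ddc, from 11719791 to 11721701. These 6 sites were all listed in both cell types.

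Among ESC-only sites the lowest ratio of EB to ESC reads was on chromosome 11, where the EB IgG library was also relatively low (ESC over EB 1.17), from 107761426 to 107762418, in an intron of Cacng5. It held 46 ESC reads and 0 EB reads and was at least 8.65-fold lower in EBs, taking 0 reads as up to 3. With the counting error of both libraries the exact lower limit was 6.76-fold. Intergenic sites on chromosome 18 from 49718743 to 49719503 and on chromosome 16 from 30208975 to 30209931 each held 38 ESC reads and 0 EB reads, at least 7.15-fold lower (exact lower limit 5.54). Among EB-only sites, 1 on chromosome 10 from 53796334 to 53797529, in an intron of Gm16998, held 21 EB and 0 ESC reads, at least 12.4-fold higher in EBs (exact lower limit 9.23). A site in an intron of Chn1 on chromosome 2, from 73583329 to 73584321, held 29 EB reads and 1 ESC read, a ratio of 51.4 (8.52 to 2099). A site in an intron of Cwc27 on chromosome 13, from 105470998 to 105472097, held 27 and 1, a ratio of 47.8 (7.89 to 1959). The sites in this paragraph were picked as the extremes of these same read ratios. Their folds are therefore likely too large, and the limits and intervals do not allow for that selection.

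Around genes of the pluripotency network the numbers of reads were small. Near Pou5f1 on chromosome 17 there were 4 ESC sites and 1 EB site. The site over the start of one of its annotated transcripts, from 35645980 to 35646948, was ESC-only with 17 ESC reads and 1 EB read, 9.59-fold higher in ESCs (1.503 to 401). The site 3389 bp from the first annotated start, from 35639268 to 35640039, held 17 ESC and 0 EB reads, at least 3.20-fold higher (exact lower limit 2.33). Neither had a CTCF motif at the main threshold. The site from 35650277 to 35651360, in an intron of Tcf19, held 27 and 10 reads and did not differ detectably at this depth (ratio 1.52, 0.715 to 3.53). The shared site, from 35620579 to 35621728, held 32 and 16 reads, a ratio of 1.13 (0.601 to 2.20). Near Nanog on chromosome 6, where the ESC IgG library held 1.20 times the EB reads per bin, there were 3 ESC sites and 1 EB site. The ESC-only site from 122641178 to 122642004 held 17 ESC reads and 1 EB read and had a CTCF motif at the main threshold. The ESC-only site from 122652372 to 122653190 held 19 and 5 and did not differ detectably (ratio 2.14, 0.775 to 7.35). The shared site from 122669339 to 122670613 held 39 and 18. The ESC site near Sox2, on chromosome 3 from 34537955 to 34538523, held 28 ESC and 5 EB reads, 3.16-fold higher in ESCs (1.20 to 10.5), and an EB-only site from 34546479 to 34547300 held 14 and 17. The 1 site near Klf4 and the site of Esrrb 11352 bp from a transcription start did not differ detectably at this depth, with ratios of 1.27 (0.525 to 3.38) and 1.45 (0.578 to 4.11). The other Esrrb site, from 87849197 to 87850221 on chromosome 12, held 20 ESC reads and 1 EB read. It also had a CTCF motif, and the ESC IgG library held 7 reads there.

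No site lay within 25 kb of the transcription start of Rad21, which lies on chromosome 15 from 51794151 to 51823306, but the region was covered differently from the rest of that chromosome. The 100 kb centred on the gene held 5.19 times the median read number of such windows in the ESC RAD21 library and 4.97 times in the EB RAD21 library, and 5.21 and 5.11 times in the IgG libraries. Each value was above all 9980 other windows. The IgG libraries also differed by chromosome. The median ratio of ESC to EB IgG reads was 1.20 on chromosome 6, 1.26 on chromosome 8 and 1.17 on chromosome 11, and between 0.895 and 1.06 on the other 16 autosomes. These chromosomes also had the highest ratios of ESC to EB sites, 1.65 to 1.71, against 1.13 to 1.56 elsewhere. GC content entered as well. Over 5 classes of GC content the log2 ratio of EB to ESC reads in random windows fell by 0.98 for RAD21 and by 0.93 for IgG from the lowest to the highest class.

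**Figure D5:**
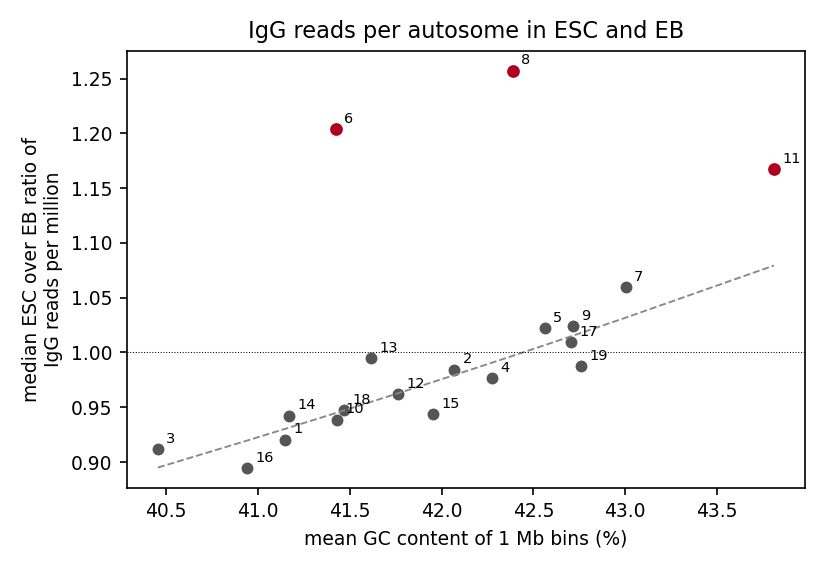
Median ratio of ESC to EB IgG reads, scaled by library size, in 1 Mb bins against mean GC content (%), with 1 labelled point per autosome; the dashed line is fitted to the autosomes other than 6, 8 and 11 (red). The red points lie above the line, at ratios of 1.20, 1.26 and 1.17.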

Values the study reported

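The study reported 15311 RAD21 binding sites in ESCs and 11022 in EBs. Of the ESC sites it found 7012 (45.8%) in EBs as well. It reported a CTCF motif at 93% of the RAD21 sites in ESCs.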

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

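The test of IgG reads per kb in this part was chosen only after the result was seen. The read comparisons above leave out the contigs that the assembly does not place on a chromosome, yet the deposited lists hold 18 ESC and 13 EB sites there. At these sites RAD21 reads, scaled by library size, exceeded those of the IgG library of the same cells 4.37 times in ESCs (3.70 to 5.19; 808 against 170 reads) and 6.67 times in EBs (4.99 to 9.09; 393 against 52 reads). These counts were scaled by all reads of each library, and the EB IgG total is short because its file is cut off on chromosome X, after all contigs that hold sites. All 18 ESC and all 13 EB sites were higher in RAD21 than in IgG, but the sites were called for exceeding that same IgG library, so the ratios cannot speak for or against an artefact. Collapsed repeats, which collect reads in any library, would raise the IgG reads per kb above those at autosomal sites. They were 1.41 times as many in ESCs (1.21 to 1.64) and 1.20 times in EBs (0.896 to 1.57). The ESC interval lies above no difference, as repeats would give, while the EB interval, on 52 reads, includes it. Repeats are thus not ruled out, and in EBs they cannot be told from ordinary sites with these few reads. The sites lie on 6 contigs in ESCs and 4 in EBs. No biological explanation was tested.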

How the results depend on the processing

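The scalings by chromosome, by a pseudocount of 0.1 RPM and by GC content, thinning by chromosome or GC content, and motif thresholds from model sequences were chosen only after results had been seen. In 132 comparisons of 36 results with an alternative, 83 moved and 2 reversed. The rest stayed within counting error (or 1.5-fold for counts of sites), but part of them could not move and say nothing about stability. These are the values with 1 read per position and strand, the EB number of called sites at full depth or under other thinning, for which the EB reads are not thinned, and the Oct-Sox pattern, which had no match under any setting. No paired analysis was possible because each group has 1 library. Unless a reason is given, the cause of a change was not tested.

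The reversals concern ESC sites kept in EBs, with minus without a CTCF motif. The difference of -3.30 percentage points became 17.7 at the rate of 1e-04 and 7.57 at 1e-05 in model sequences, and -5.19 at scores of at least 100. With a motif 50.6% were kept at 1e-04, 50.6% with model sequences, 64.1% at scores of at least 100 and 68.9% by EB reads above the 95th percentile of random windows. Without a motif these were 32.9%, 43.0%, 69.3% and 73.1%.

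Among the shares, the share with a CTCF motif moved most in percentage points. In ESCs it was 88.2% at 1e-04, 73.1% with model sequences, 67.5% with the consensus at up to 1 mismatch and 26.9% within 75 bp. In EBs it was 83.2%, 66.7%, 64.1% and 21.2%. It was lower in EBs under each of these. The ESC offset was 49.5 bp with recomputed summits, and all offsets stayed on the 3′ side.

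Scores of at least 100 left 7006 ESC and 5341 EB sites. Shared ESC sites were 45.5% with reciprocal overlap of 50%, 47.5% with summits within 250 bp, 66.9% at scores of at least 100 and 45.2% with that limit on both lists. Shared EB sites were 63.2%, 66.0%, 82.7% and 59.4%.

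RAD21 over IgG enrichment was 4.86 in ESCs and 5.82 in EBs over whole peaks, 6.10 and 6.64 when scaled to bins without a site, and 7.42 and 9.03 with a pseudocount of 0.1 read.

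The log2 EB over ESC ratio kept its sign at ESC-only and EB-only sites. At shared, ESC-only and EB-only sites it was 0, -1.498 and 1.104 when scaled to shared sites (0 by construction), 0.42, -1.33 and 1.91 with IgG subtracted, 0.32, -1.05 and 1.45 over whole peaks, 0.35, -1.20 and 1.43 with a pseudocount of 0.1 RPM, and 0.62, -0.80 and 1.55 scaled by GC content. Scaling by chromosome gave -1.09 at ESC-only sites.

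Called at equal depth, ESCs had 14395 and EBs 14292 sites. Full depth gave 21926 ESC sites. A p of at most 1e-07 gave 8841 and 9430, and a genome-wide background 23261 in EBs. The shared part of ESC sites was 43.7% at full depth, 56.6% at 1e-07, 46.9% with the genome-wide background and 58.4% when thinned within GC strata. For EB sites it was 67.2% at full depth, 43.0% with the genome-wide background and 48.1% within GC strata. Whether ESCs or EBs have more sites at equal depth thus changes with the setting, with ratios from 0.825 to 1.01.

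Other motifs at sites without a CTCF motif fell within 75 bp, where less sequence is searched. In ESCs Oct was 0.853%, Sox 0.622%, Esrrb 0.392%, Klf 0.265%, GATA 1.38% and Fox 1.83%. In EBs they were 0.961%, 0.474%, 0.223%, 0.167%, 2.01% and 2.44%. At sites without a CTCF motif at 1e-04, Oct was 2.49%, Sox 1.72% and Esrrb 1.496% in ESCs, and Oct 2.75%, Klf 0.162%, GATA 6.37% and Fox 6.10% in EBs. GATA was 5.14% in EBs with model sequences. Sites within 5 kb of a start were 25.1% in ESCs and 26.2% in EBs.

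Depth limits the single sites. A median of 23 ESC and 18 EB reads per site leaves wide intervals, and 0 EB reads allow up to 0.388 RPM.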

Other observations

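Several tests were chosen only after results had been seen. These are the tests on whether chance calling explains the overlap, on the bins of chromosomes 6, 8 and 11, on the bins around Rad21, on score and threshold where sites with a motif are kept less often, on score at the strongest motifs, and on the GATA and Esrrb patterns.

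The share of ESC sites with a CTCF motif here was 43.3% at the main threshold. It was 73.1% with thresholds from model sequences and 88.2% at the rate of 1e-04. Each is lower than the value quoted from the study above, by an amount that depends on the threshold. A candidate explanation for the dependence on the threshold is that random genome windows themselves hold CTCF motif copies, which pushes the threshold at 1e-05 up. Sequences drawn from a model of neighbouring base frequencies, which hold no such copies, gave thresholds lower by at least 5.01 bits (13.7 against 19.03 and 18.8 bits). The study placed RAD21 on the upstream side of the CTCF motif, whereas the summits here lay on the 3′ side of the consensus as printed. Which strand the study read was not determined. A displacement along the genome strand does not account for the offset, since the larger median along that strand was -3.0 bp.

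More sites were listed in ESCs than in EBs. The deeper ESC libraries may account for this, since equal depth left a ratio of 1.01 with the caller used here. Sites listed in 1 cell type only are in part a matter of the threshold. The median EB ratio of RAD21 to IgG at ESC-only sites was 2.24 and the median ESC ratio at EB-only sites 2.30, against 0.895 and 0.919 in random windows. Binding below the calling limit in the other cell type could therefore explain part of both classes. Chance in calling alone would leave 2 random parts of the ESC reads as different as ESCs and EBs, but these parts shared 64.1% against 53.0%. The GC bias between libraries was not sufficient either. Thinned to equal reads within GC strata, 58.4% of ESC sites were shared, but the EB share fell to 48.1%. The cell types and any difference in how their libraries were made cannot be told apart with 1 library each.

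GC-rich ESC sites were kept in EBs less often, at 40.4% in the highest of 5 GC classes and 60.7% in the lowest, while the EB sites also found in ESCs went the other way, from 56.1% to 80.1%. A GC bias between libraries would give both trends. From the lowest to the highest class the log2 EB over ESC ratio of RAD21 reads changed by -0.79 at ESC sites and by -0.98 in random windows, and that of IgG reads at ESC sites by -0.76. Differentiation as a further cause stays untested.

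The relation of persistence to the CTCF motif has opposite signs at the main threshold and at 1e-04. The test of whether weaker sites explain the lower persistence of sites without a motif was therefore read at 1e-04, where that pattern exists. With 1 distribution of scores for both classes, the difference at that rate fell from 17.7 to 9.28 points (6.86 to 11.6), so that score explains part of it and not all. With thresholds from model sequences it fell from 7.57 to 2.17 points (0.509 to 3.83), so there score accounts for most of it. At the main threshold the difference of the opposite sign was -5.91 points (-7.49 to -4.48) after the same adjustment. A candidate explanation for the change of sign is that the strict threshold puts sites with a lower-scoring motif in the class without. Sites between the 2 thresholds were kept at 54.5%, more often than the 32.9% of sites below both. They were also kept more often than the 46.7% of sites above the strict threshold. The 54.5% follows from the counts that gave the change of sign, so it restates that change and does not test the explanation.

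ESC sites with the strongest motifs, at 24 bits or more, were kept less often than those with 12 to 15 bits, with a difference of -18.5 points (-22.1 to -15.02). These classes were chosen after the shares by matrix score had been seen. The difference was -19.2 points with the deposited score standardised and -19.1 with score and GC content, which argues against either as the whole cause. It was not the same at every GC content, however. In the highest GC class the strongest motifs were kept at 49.4% (42.8 to 55.9) and the middle ones at 41.5% (36.7 to 46.5). A calling threshold that hides like numbers of EB reads does not explain the difference, since the log2 EB over ESC ratio of RAD21 reads was itself lower at the strongest motifs, with a difference of -0.44. For IgG the difference was -0.13, too little for a loss of mappable reads there. A loss of cohesin from the strongest CTCF motifs during differentiation may be a hypothesis, but a difference in library preparation stays open.

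At sites without a CTCF motif at 1e-04, the 7 patterns were counted in 4 classes of site, 28 shares in all. EB-only sites held GATA at 6.70% (5.37 to 8.25), 1.51 times the random windows of like GC content, and ESC-only sites at 2.89%. Shared sites lay between, at 5.71% (4.03 to 7.82) in the EB list and 4.88% (3.29 to 6.94) in the ESC list, and their intervals overlap that of EB-only sites, so the matches are not shown to be specific to EB-only sites. GC content as the whole cause at EB-only sites, and a like make-up of EB-only and ESC-only sites, are argued against. ESC-only sites held Esrrb at 1.82% (1.14 to 2.74), 2.56 times the random windows, on 22 matches. Fox was above random windows in both classes, at 7.20% of EB-only sites against 4.45% and at 4.95% of ESC-only sites (3.802 to 6.33) against 3.61%, and Oct was at 2.81% of ESC-only sites (1.95 to 3.90) against 1.79%. With 28 shares looked at, some are likely to stand apart by chance, and other sequence features than GC content were not tested. Differentiation stays among the open explanations, as a hypothesis.

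Chromosomes 6, 8 and 11 were singled out after the counts per chromosome had been seen. Their GC content does not account for the ESC excess of IgG reads. Chromosome 11, the lowest of them, was 1.08 times the line through the other autosomes, which themselves lay between 0.970 and 1.04. Extra copies in part of the ESCs are a candidate explanation. With the GC trend removed, at least 99.2% of their 1 Mb bins were above the trend line fitted to the other autosomes, against 33.9% to 63.5% of the bins of each other autosome. Without that removal it was 83.1% on chromosome 11, which led to the change of test. In the ESC IgG library chromosomes 6 and 8 held 1.28 and 1.27 times the reads of the median other autosome, and in the EB IgG library 0.997 and 0.958 times. Chromosome 11 held 1.402 times in ESCs but also 1.19 times in EBs, values not corrected for its high GC content, so the case for a gain in ESCs alone is weakest there. Extra copies may also explain the excess of ESC sites there. After thinning chromosome by chromosome the highest ratio of sites on these chromosomes was 1.04, within the 0.903 to 1.09 of the others. Such thinning evens out an excess of reads from any cause. It therefore shows that the excess of sites follows the reads, and not that extra copies gave those reads. No karyotype was used here.

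Extra copies of the tagged Rad21 BAC are a candidate source of the reads around that gene, whose window was chosen because the cells carry the BAC. In both IgG libraries 100% of the other windows on chromosome 15 held fewer reads, as such copies would give. Any other gain of this region would give the same, and the ends of the BAC were not used here. The excess did not sit on a few positions, as 100% of the 10 bins of 10 kb in the window were above 2-fold in both IgG libraries. It extended from 51750001 to 51930000, where 17 of 18 bins passed that limit. Elsewhere on the chromosome 1 bin did.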
